A study of Mus musculus with 14 samples. Its data were reported in "Foxa2 and Pet1 Direct and Indirect Synergy Drive Serotonergic Neuronal Differentiation" (2022).

How the data were processed

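Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out by the authors on embryoid bodies made from mouse embryonic stem cell lines that carry doxycycline-inducible transcription factors, after 48 h of induction. The 4 lines were iAL (Ascl1 and Lmx1b), iALF (with Foxa2), iALP (with Pet1, the product of Fev) and iALFiP (with Foxa2, and Pet1 driven from a separate promoter). The 14 samples were 10 ChIP libraries in 5 groups of 2 replicates and 4 input libraries, 1 per line. Groups were taken from the labels: Foxa2 in iALF and in iALFiP, Pet1 in iALP and in iALFiP, and Lmx1b in iAL. Pet1 carried a V5 tag in iALP and an HA tag in iALFiP, so the antibody changed together with the line.

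According to the submitters' processing notes, reads were aligned with Bowtie 1.3.0 to mm10 (GRCm38), and the notes also name edgeR. The authors called binding events with MultiGPS on both replicates together, with the input of the same line as control, and deposited 1 event table and 1 list of event points per factor and line. Before deposition the authors had MultiGPS assign tags to events, so each event in the deposited tables has an estimated count (expected count) of ChIP tags and of input tags scaled to the ChIP library. The deposited tables also give log2 values: the log2 fold over input, and the log2 of the q value of the event. For Foxa2 and Pet1 they also hold the log2 fold and the log2 p of the authors' comparison between the lines that share the factor. A motif score in the deposited tables was not used. In the Lmx1b table, 3 columns compare Lmx1b in iAL with Lmx1b in iALP, whose list is outside this series. These 3 columns enter the closing section alone.

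Reading and arithmetic were done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pysam 0.24.0 and samtools 1.23.1, and plots with matplotlib 3.10.9. Coordinates are GRCm38, counted from 1, as in the deposited tables. The build was checked by matching deposited sequences to the reference genome: all 5579 sequences tested for Pet1 in iALFiP, and all those tested for the other lists that hold sequences, were found within 150 bp of their event. The Lmx1b table holds none.

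All deposited events were used. Events of separate lists were taken as the same site when their points lay within 100 bp. The chance level came from 200 sets of random positions on the same chromosomes, for which 0.005 is the smallest permutation p. The positions were drawn uniformly, with no matching on accessible chromatin or mappability. Sites were divided by the authors' comparison at 0.01: preferred in the line with 1 factor less, preferred in iALFiP, or shared (in both lists with no call). Events listed in iALFiP alone and not called by that comparison were kept apart. Signal at points present in both lists was compared as the log2 ratio of tag counts, centred on the median of each factor.

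Promoters were taken as 1000 bp either side of a transcription start site of GENCODE M21. Sequence words were counted within 50 bp of the event on both strands: Forkhead (TRTTTRY), ETS (MGGAAR), Onecut (ATCRAT), homeodomain (TAAT) and E-box (CASCTG). Windows 1000 bp to either side served as background. Tandem GGAA repeats, at least 4 copies on either strand within 50 bp, were counted after the data had been examined. The regulatory domain of a protein-coding gene ran from 5000 bp upstream to 1000 bp downstream of its start site, extended to the neighbouring domains by at most 100000 bp. Events in the domains of 13 gene lists were compared with 10000 random gene sets matched on domain length in deciles, for which 0.0002 is the smallest permutation p.

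The lists were written before the data were examined: serotonergic, catecholaminergic, floor plate, endoderm, pan-neuronal, proneural cascade, pluripotency, vascular and blood, ribosomal protein, posterior Hox and muscle genes, and 2 lists of genes that the study named from its RNA data, which are its own choice and no independent evidence. Of the 20 endoderm, 16 floor plate and 21 serotonergic genes, all were found in the annotation, as were all members of the other lists. The induced factors Ascl1, Lmx1b, Foxa2 and Fev are themselves members of the serotonergic list, and Foxa2 also of the floor plate list. Named genes followed a rule fixed at the same time: all serotonergic and catecholaminergic genes, the 4 members of each other list with most events per factor, and the 5 sites with the highest signal and the 5 with the largest fold between lines in each class.

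Shares were compared with two-sided Fisher's exact tests. The p values were adjusted by Benjamini-Hochberg over 6 class pairs per factor for overlaps, 80 tests for words, 7 for promoters, 39 for site classes at gene lists and 208 for gene lists. A threshold of 0.05 was used. Intervals of shares are 95% Wilson intervals and cover counting error only. Sites of a pooled list are not independent cultures, so tests over sites describe these lists and not the spread between cultures.

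The calculations were checked on simulated data. Sites and words were planted within the distance and by the pattern that the search used. Their full recovery was therefore fixed in advance and checks the code alone. For Pet1 in iALP against iALFiP, all 4000 planted common sites were recovered among 16581 simulated events, and 0.35% of the other events had a neighbour by chance against 0.41% for the random sets. For the content of site classes, all 1500 sequences planted with each word were recovered among 5451. For gene lists, 50 of 50 simulated lists of 20 genes with 1 added event per gene were called among 21911 genes, and 2 of the same lists were called with nothing added.

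Alternatives fixed before the data were examined were distances of 50, 200 and 500 bp, cutoffs of 0.05 and 0.001, a minimum log2 fold between lines of 1, the more significant events of each list (up to its median q), lists of equal length, a log2 fold over input of at least 3, autosomes alone, and events shifted by 50000 bp in place of random positions. Others were promoters of 500 and 5000 bp, protein-coding genes alone, windows of 25 and 100 bp, exact words, shuffled backgrounds, other definitions of regulatory domains, all annotated genes, and scaling by total tags. Leaving out events with 100 or more input tags, leaving out events at GGAA repeats, the Foxa2 list of iALF, and a common fold for both factors were added after the data had been examined. For values per event, replicates could not be left out in turn, because the tables hold pooled counts. For the share of tags in events, leaving out each replicate and matching replicates by number were added after the data had been examined.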

Results

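Binding of Foxa2, Pet1 and Lmx1b was mapped by ChIP-seq in embryoid bodies after 48 h of induction. Foxa2, a Forkhead factor of the floor plate and endoderm, was profiled in the iALF and iALFiP lines. Pet1, the ETS factor encoded by Fev that specifies serotonergic neurons, was profiled in iALP and iALFiP, and Lmx1b, a LIM homeodomain factor, in iAL. Each of the 5 groups had 2 replicates. ChIP depth was 22614782 and 21957286 tags for Foxa2 in iALF, 22222253 and 22464076 for Foxa2 in iALFiP, 15824557 and 9127092 for Pet1 in iALP, 17752167 and 23399989 for Pet1 in iALFiP, and 18377178 and 22143358 for Lmx1b. The single inputs held 28449180 tags in iALF, 26522594 in iALFiP, 26345381 in iALP and 11264009 in iAL.

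The number of binding events and the share of tags inside them were both higher in iALFiP. The pooled lists held 12332 Foxa2 events in iALF and 55651 in iALFiP, 16581 Pet1 events in iALP and 55796 in iALFiP, and 5151 Lmx1b events in iAL. Tags in events made up 3.15% ± 1.2 (SD, n = 2) for Foxa2 in iALF and 15.85% ± 1.91 in iALFiP, 7.6% ± 0.85 for Pet1 in iALP and 17.6% ± 3.39 in iALFiP, and 1.25% ± 0.21 for Lmx1b. Both iALFiP replicates lay above both replicates of the other line for each factor, and the exact permutation p was 0.333, the smallest that 2 against 2 allows. Median counts were 63.2 ChIP tags per event for both Foxa2 lists, 57.6 and 76.1 for Pet1 in iALP and iALFiP, and 56.8 for Lmx1b. All values per event come from pooled replicates and have no replicate error. The Lmx1b list reached a q value of 0.0495, with 366 events (7.11%) above the 0.01 that bounded the other lists.

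**Figure D1:**
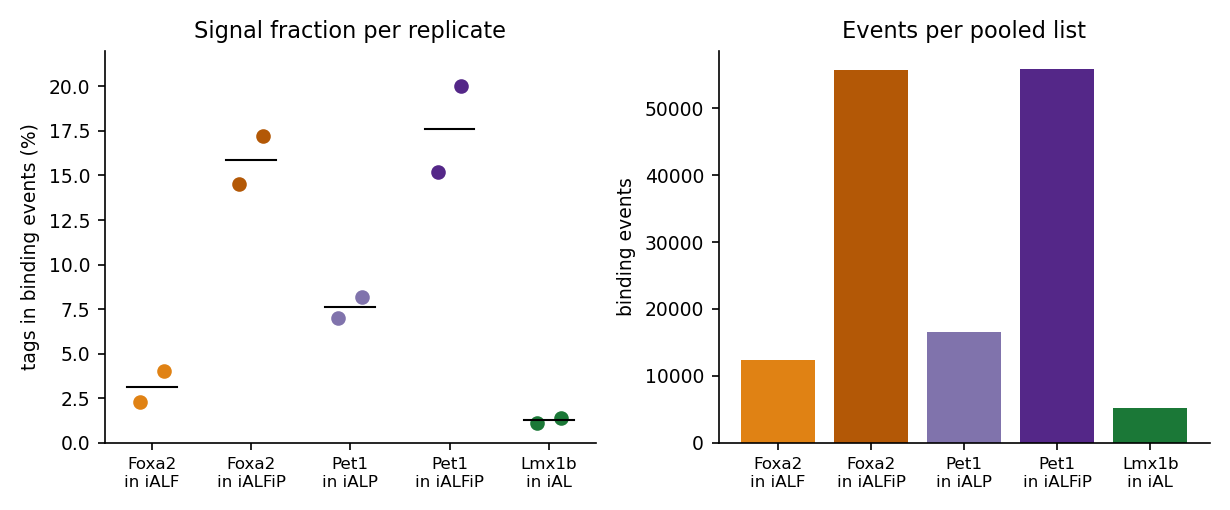
Left, tags in binding events (%) for each replicate (points) with the mean of the 2 (line); right, number of events in each pooled list. Both measures are higher for Foxa2 and Pet1 in iALFiP than in iALF or iALP, with 15.85% and 17.6% of tags in events.

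The first comparison asked whether Pet1 changes where Foxa2 binds. Of the iALF Foxa2 events, 99.1% (95% interval 98.9 to 99.2%) had an event in the longer iALFiP list, against 0.437% for random positions (permutation p = 0.005, the smallest possible). In lists of equal length by signal the share was 75.7%. The authors' deposited table called 51 sites as iALF-preferred and 185 as iALFiP-preferred, and 12177 sites were shared. These are 0.411%, 1.49% and 98.1% of the 3 classes. A further 42970 iALFiP events (77.2% of that list) had no iALF event and no call. The strongest shared site on an assembled chromosome with low input was intergenic, at position 61904377 of chromosome 9 and 10165 bp from the start of Rplp1, with 2515 tags in iALF against 13.6 in the input.

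The 3 iALFiP-preferred Foxa2 sites with the highest signal were intronic. By the authors' deposited table, an intron of Ptbp3, an RNA-binding protein gene, gained 5.11 on the log2 scale (chromosome 4, position 59528672, 1357 tags). An intron of Nptn, a neural adhesion molecule, gained 8.36 in the authors' deposited table (chromosome 9, position 58627432, 1195 tags). An intron of Nup205, a nuclear pore gene, gained 3.38 in the authors' deposited table (chromosome 6, position 35225453, 1058 tags). Among iALF-preferred sites, the largest fold in the authors' deposited table was in an intron of Ppfia2, 8.92 on the log2 scale with 55.2 tags (chromosome 10, position 106609772). The site with the highest count of this class, 10273 tags in an intron of Gm21738, had 3649 input tags, and 9 iALF and 17 iALFiP events had 100 or more. The counts of called sites moved with the cutoff: at 0.05 there were 117 iALF-preferred and 722 iALFiP-preferred sites in the authors' deposited table.

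Pet1 was compared between iALP and iALFiP to ask whether Foxa2 changes its binding. Here 74.5% of iALP events (73.8 to 75.2%) had an iALFiP event, against 0.443% for random positions (permutation p = 0.005, the smallest possible), and 50.4% in lists of equal length by signal. The authors' deposited table gave 5458 iALP-preferred and 9341 iALFiP-preferred sites, with 9849 shared (22.14%, 37.90% and 39.96%). Another 34691 iALFiP events (62.2%) had no iALP event and no call. Left without events at GGAA repeats, an alternative added after the data were examined, the same table gave 5414 iALP-preferred, 7598 shared and 3423 iALFiP-preferred sites (20.8%).

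The strongest iALP-preferred site outside high-input regions lay in an intron of Slc22a3, a transporter that carries serotonin and other monoamines. At position 12474750 of chromosome 17 it had 3585 tags in iALP against 11.1 in the input, with a log2 fold of 5.11 over iALFiP in the authors' deposited table. Pet1 was still listed 27 bp away in iALFiP, with 1745 tags and a Foxa2 event beside it, and at that point the log2 fold of iALFiP over iALP in the authors' deposited table was -2.28, a smaller difference. Next came the promoter of Pigm (chromosome 1, position 172376461, 2248 tags, log2 fold 2.73 in the authors' deposited table). A site 63738 bp from the start of the homeobox gene Irx3 had 271 tags and a log2 fold of 10.0, the ceiling of the authors' deposited table, which other sites reached as well. Shared sites of high signal were often promoters, such as those of Ublcp1 (1041 tags in iALP), Pramef8 (1017 tags) and the ribosomal protein gene Rpl32 (886 tags). The strongest iALFiP-preferred sites lay at -2397 bp from the start of Mtch2 (1582 tags), in a UTR of Olfr109 (1480 tags), between genes at position 87137200 of chromosome 18 (1226 tags) and in an intron of Pde4d (1173 tags), with 9, 13, 11 and 12 tandem GGAA copies. All 5 sites named by signal in this class and all 5 named by fold held such repeats.

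**Figure D2:**
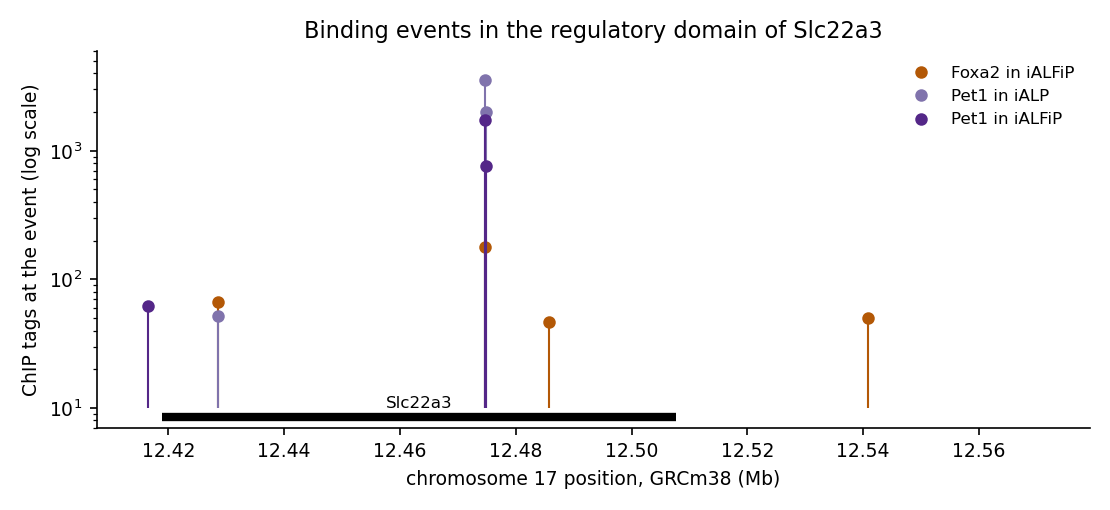
Binding events in the regulatory domain of Slc22a3: position on chromosome 17 (Mb) against ChIP tags per event (log scale), coloured by list, with the gene as a black bar. The intronic Pet1 events at 12474750 and 12474819 have 3585 and 1994 tags in iALP, and the Foxa2 event beside them has 179.5 tags in iALFiP.

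At points listed in both lines, the spread of signal differed between the factors. Foxa2 counts varied with an SD of 0.54 on the log2 scale over 11711 points, and 2.46% were at least 2-fold higher and 4.25% at least 2-fold lower in iALFiP after centring. Pet1 counts varied with an SD of 1.35 over 11030 points, with 23.0% at least 2-fold higher and 17.2% at least 2-fold lower. The 2856 Pet1 points with a GGAA repeat had a median of 1.85 (quartiles 1.2 and 2.36). The 8174 without a repeat had a median of -0.29 (quartiles -0.91 and 0.18). Pet1 points at least 2-fold higher in iALFiP thus lay mostly at repeats. Before centring, the median iALFiP count was higher by 1.66 (log2) for Foxa2 and 1.27 for Pet1. Scaled by total tags instead, 88.9% of Foxa2 and 33.4% of Pet1 points were at least 2-fold higher in iALFiP, and 0% and 9.13% lower.

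**Figure D3:**
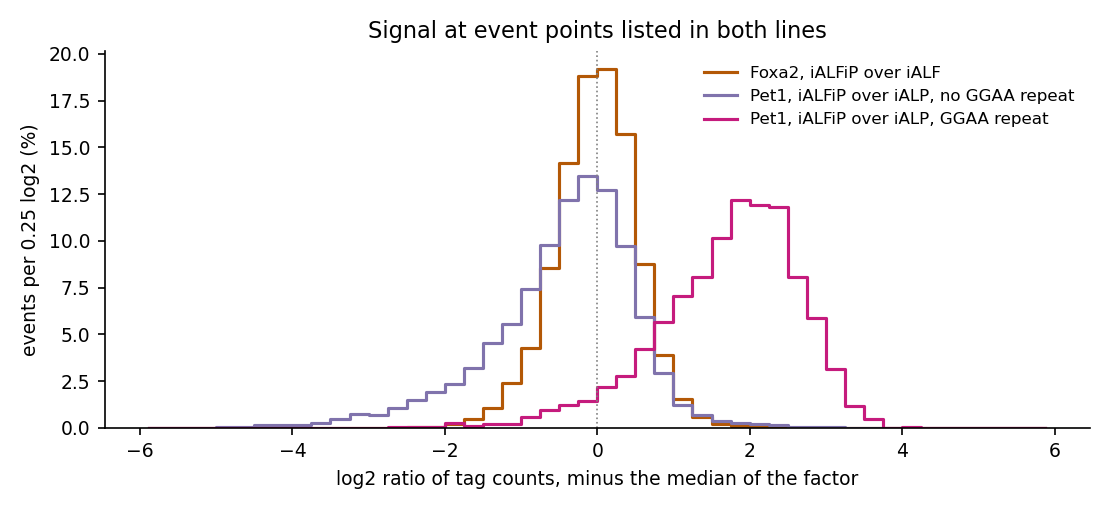
Log2 ratio of tag counts between lines at event points listed in both, minus the median of the factor, against the percent of events per bin of 0.25. Foxa2 (11711 points) is centred at 0 with an SD of 0.54, and Pet1 is drawn apart for points with a GGAA repeat (median 1.85) and without (median -0.29).

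In iALFiP, where both factors were induced, 7949 Foxa2 events (14.28%) had a Pet1 event and 7730 Pet1 events (13.85%, 13.57 to 14.14%) had a Foxa2 event. Random positions gave 0.438% and 0.436% (permutation p = 0.005 for both, the smallest possible). Foxa2 of iALF and Pet1 of iALP, profiled in different lines, reached the same permutation p (3.31% against 0.132%). This p therefore does not show co-binding in the same cells. The strongest Pet1 site with Foxa2 lay in an intron of Setdb2 (chromosome 14, position 59420951, 1818 tags), followed by an intergenic site 33833 bp from the start of Tcf15 (1751 tags). Their log2 folds of iALFiP over iALP in the authors' deposited table were -0.522 and -0.966, so neither was higher in iALFiP by that comparison. The Setdb2 site held 10 tandem GGAA copies. Foxa2 lay at more of the Pet1 sites that were preferred in iALFiP than at those of the other classes. Foxa2 events were found at 8.37% of iALP-preferred sites (7.67 to 9.14%), 10.4% of shared sites (9.82 to 11.03%), 18.1% of iALFiP-preferred sites (17.3 to 18.9%) and 13.8% of uncalled iALFiP sites. The odds of iALP-preferred over iALFiP-preferred sites were 0.414 (adjusted exact p = 2.62e-62), those of shared over iALFiP-preferred sites 0.526 (adjusted exact p = 1.96e-52), and those of iALFiP-preferred over uncalled sites 1.38 (adjusted exact p = 1.35e-24). In lists of equal length by signal, the last of these was no longer past the threshold (9.29% against 8.68%, adjusted exact p = 0.330). The shares themselves moved with the setting. They were 2.51% of iALP-preferred and 4.84% of shared sites in lists of equal length, and 13.4%, 14.9% and 20.0% of iALP-preferred, shared and iALFiP-preferred sites at 500 bp. Without events at GGAA repeats, the share at iALFiP-preferred sites was 47.2% (45.5 to 48.9%), with 8.40% at iALP-preferred and 11.5% at shared sites. With the Foxa2 list of iALF, made in cells with no Pet1 transgene, the shares were 1.94%, 2.91% and 10.1% for iALP-preferred, shared and iALFiP-preferred sites.

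Lmx1b showed the opposite distribution over the Pet1 classes. In iALP, Pet1 was encoded in the same construct as Lmx1b, joined by self-cleaving peptides, while in iALFiP it had its own promoter. The construct therefore changes with the line, and its part in this distribution was not tested. Its iAL events lay at 600 iALP-preferred Pet1 sites (10.99%, 10.19 to 11.85%), at 120 shared sites (1.22%, 1.02 to 1.46%) and at 16 iALFiP-preferred sites (0.171%, 0.106 to 0.278%). Random positions gave 0.0412%, 0.0436% and 0.0423% (permutation p = 0.005 in each, the smallest possible). The adjusted exact p was 2.36e-241 for iALP-preferred against iALFiP-preferred and 2.71e-160 against shared sites. The overlap with iALFiP-preferred sites was no longer past the random sets at 200 or 500 bp or in lists of equal length. Without events at GGAA repeats, 0.467% of iALFiP-preferred sites had Lmx1b, and the odds ratio of iALP-preferred over iALFiP-preferred sites went from 72.0 to 26.5. Of all Lmx1b events, 14.2% lay at a Pet1 event of iALP, 8.81% at a Pet1 event of iALFiP and 17.01% at a Foxa2 event of iALFiP. The strongest Lmx1b events were an intergenic site on chromosome 1 (position 151178753, 898 tags), an intronic site on chromosome 3 (position 124931609, 795 tags) and introns of Tle4 (771 tags) and Sox13 (769 tags).

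**Figure D4:**
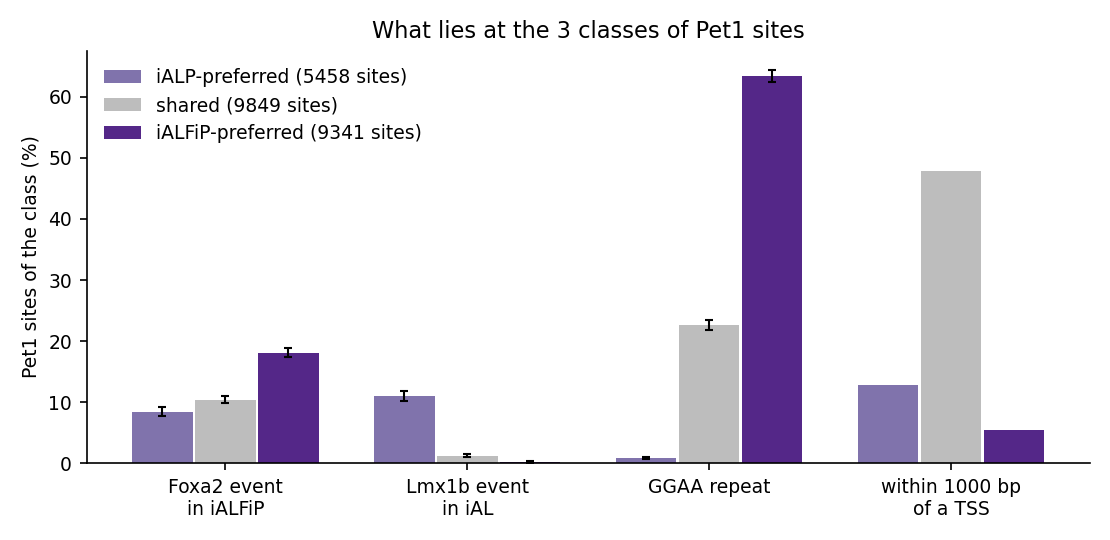
Percent of iALP-preferred, shared and iALFiP-preferred Pet1 sites with a Foxa2 event, an Lmx1b event, a tandem GGAA repeat or a start site within 1000 bp. Bars are shares with 95% Wilson intervals (not drawn for start sites), and Lmx1b falls from 10.99% to 0.171% while GGAA repeats go from 0.807% to 63.4%.

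The sequence words under Foxa2 and Pet1 events matched those factors, while Lmx1b events also held words of other factor families. Forkhead words lay at 77.8% of Foxa2 events in iALF and 72.8% in iALFiP, against 19.7% and 19.5% of the flanking windows. ETS words lay at 80.4% of Pet1 events in iALP and 75.8% in iALFiP, against 25.0% of flanking windows. Lmx1b events carried homeodomain words (72.3% against 54.0%), Onecut words (27.6% against 5.37%) and E-box words (25.4% against 8.93%), with adjusted exact p values of 1.60e-108, 3.74e-311 and 1.45e-156. Of these, the homeodomain word had the smallest ratio to its flanking share.

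Pet1 classes differed in the words beside the ETS word. In iALP-preferred sites, Onecut words were found at 18.0% against 1.63% in iALFiP-preferred sites (odds ratio 13.3, adjusted exact p = 8.24e-285). Homeodomain words were found at 55.4% against 19.7% (odds ratio 5.07), and E-box words, the type bound by Ascl1, at 25.9% against 4.54% (odds ratio 7.33, adjusted exact p = 3.60e-306). Forkhead words went the other way, with 11.1% against 19.0% (odds ratio 0.535, adjusted exact p = 2.27e-37). ETS words were at 78.3% of iALP-preferred and 87.0% of iALFiP-preferred sites (odds ratio 0.537, adjusted exact p = 1.03e-42). That order of ETS words turned round with the exact word (odds ratio 3.89) and without events at GGAA repeats (odds ratio 1.96). Without those events the other odds ratios kept their side and were 6.61 for Onecut, 2.44 for homeodomain, 3.04 for E-box and 0.163 for Forkhead words. Among iALFiP-preferred sites, those with a Foxa2 event held Forkhead words at 70.7% and ETS words at 60.7%, and those without Foxa2 at 7.57% and 92.8%. The ETS word MGGAAR occurs in every tandem GGAA repeat, and repeats lay at 4.44% of these sites with Foxa2 and 76.4% of those without. The difference in ETS words therefore follows in large part from the repeats.

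**Figure D5:**
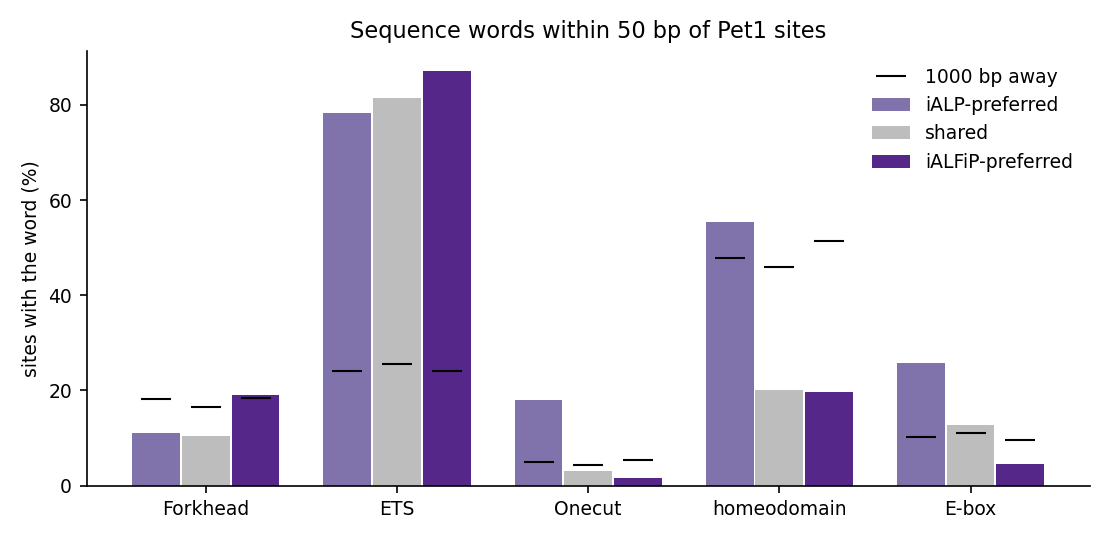
Percent of Pet1 sites of each class with each sequence word within 50 bp (bars), and of windows 1000 bp away (black lines). Onecut, homeodomain and E-box words stand above the windows in iALP-preferred sites alone, apart from E-box words in shared sites (12.81% against 11.04%).

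Tandem GGAA repeats, counted after the data were examined, were concentrated under Pet1. At least 4 copies lay at 63.4% of iALFiP-preferred Pet1 sites (62.4 to 64.3%), 22.7% of shared sites (21.9 to 23.5%) and 0.807% of iALP-preferred sites (0.602 to 1.08%), against 0.147 to 0.198% of flanking windows. They lay at 76.4% of iALFiP-preferred sites without Foxa2 and 4.44% of those with Foxa2. In the Foxa2 list of iALFiP they lay at 0.340%, and the Lmx1b list held 1 such event. Over the whole Pet1 lists, repeats lay at 17.6% of events in iALP and 23.7% in iALFiP. Median tags with and without a repeat were 41.6 and 61.9 in iALP, and 151.4 and 66.9 in iALFiP. Of the 100 Pet1 events with most tags, 71 in iALFiP and 3 in iALP had a repeat.

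Pet1 lay at promoters more often than Foxa2 and Lmx1b, although most Pet1 events lay elsewhere. Promoters held 34.5% of Pet1 events in iALP and 31.2% in iALFiP (odds ratio 1.16, adjusted exact p = 1.98e-15), 4.60% and 4.80% of Foxa2 events in iALF and iALFiP (odds ratio 0.957, adjusted exact p = 0.362), 3.86% of Lmx1b events and 4.18% of random positions. With protein-coding genes alone, the odds ratio for Foxa2 was 0.847. Among Pet1 classes, promoters made up 47.9% of shared sites, 12.8% of iALP-preferred sites and 5.46% of iALFiP-preferred sites (iALP-preferred over iALFiP-preferred odds ratio 2.53, adjusted exact p = 9.84e-53). Of Pet1 sites with Foxa2 in iALFiP, 6.77% were promoters.

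Genes of serotonergic neurons held more iALP-preferred Pet1 sites than random genes by the mean count alone. The 21 genes had 0.952 such sites per gene against 0.331 in matched random sets (ratio 2.87, adjusted permutation p = 0.0485), while 9 genes had at least 1 against 5.10 in random sets (adjusted permutation p = 0.329). Fev held 4 of the 20 sites, and Gata2 and Slc22a3 held 3 each. The list includes the induced factors, Fev among them, and was not tested without them. Neighbouring events of a list were not merged, so these are not all separate peaks. Those at positions 12474750 and 12474819 in Slc22a3 lay within 100 bp of each other, and all those of Fev lay at its promoter. The mean of the list was 0.952 for shared sites and 0.857 for iALFiP-preferred sites, against 0.608 and 0.588 (adjusted permutation p = 0.389 and 0.522). Of the 58 Pet1 sites of the 3 classes in these domains, 20 (34.5%) were iALP-preferred against 19.3% of sites elsewhere (adjusted exact p = 0.0526). The means for Pet1 in iALP (1.95 against 1.02), Foxa2 in iALF (1.52 against 0.788) and Lmx1b (0.810 against 0.287) did not pass either (adjusted permutation p = 0.0579, 0.0582 and 0.0579). The call for iALP-preferred sites ended with 5000 bp around start sites in place of domains (adjusted permutation p = 0.0707).

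Fev itself, the gene of Pet1, had 4 iALP-preferred sites at its promoter, the strongest with 383 tags at position 74884622 of chromosome 1 and a log2 fold of 3.35 in the authors' deposited table. That position lies inside the gene. Reads from the induced copy of Fev, whose construct differs between iALP and iALFiP, were not separated from those of the gene. Tph2, which encodes the rate-limiting enzyme of brain serotonin synthesis, had 2 iALP-preferred sites. The stronger lay at -13035 bp from its start (chromosome 10, position 115198057), with 122.7 tags and a log2 fold of 5.42 in the authors' deposited table. Gata2, a serotonergic regulator, had 3 iALP-preferred sites, the strongest at -47833 bp from its start (187.3 tags, log2 fold 4.03 in the authors' deposited table). Ddc, the decarboxylase of serotonin and dopamine synthesis, had 2 iALP-preferred intronic sites (294.8 tags at position 11836860 of chromosome 11) and 2 iALFiP-preferred ones of 57.2 and 45.7 tags.

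Slc6a4, the serotonin transporter gene, had 2 iALFiP-preferred Pet1 sites and none preferred in iALP. Both held GGAA repeats, with 14 copies at position 77037543 of chromosome 11 (304.7 tags) and 5 copies at 77020783 (90.8 tags). Gch1, needed for the hydroxylase cofactor, had 2 iALFiP-preferred sites, at positions 47225740 (212.0 tags, 18 copies) and 47208394 of chromosome 14 (43.4 tags, with Foxa2). The serotonin receptor gene Htr1b also had 2, at 81595761 of chromosome 9 (458.0 tags, 13 copies) and at 81688995 (67.4 tags, with Foxa2). Maob, a monoamine oxidase, had 2 with repeats and 1 iALP-preferred site. Slc18a2, the vesicular monoamine transporter, had no Pet1 event in either list and 2 Foxa2 events in iALFiP.

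Catecholaminergic genes showed no excess. Their 15 members had 0.867 Pet1 events per gene in iALP against 0.978 in random sets and 3.20 Foxa2 events in iALFiP against 3.47 (adjusted permutation p = 1.0000 for both). Th, the rate-limiting enzyme of dopamine synthesis, had no Pet1 event and 2 Foxa2 events in iALFiP. Tfap2b had 5 Pet1 events in iALP, 3 of them iALP-preferred, and Nr4a2 had 12 Pet1 events in iALFiP.

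Foxa2 was concentrated at floor plate and endoderm genes by the mean number of events per gene. The 16 floor plate genes had 2.00 Foxa2 events per gene in iALF against 0.748 and 6.38 in iALFiP against 3.48 (adjusted permutation p = 0.0139 and 0.0156), with 13 events at Spon1, 12 at Foxa2 and 10 at Foxa1 in iALFiP. The 20 endoderm genes had 2.26 times as many as random sets in iALF, and 4.60 against 2.72 in iALFiP (adjusted permutation p = 0.0312 and 0.0416), with 8 events in iALFiP at each of Cdh1, Cer1, Cxcr4 and Ttr. Endoderm genes also had more Pet1 events in iALFiP, 6.20 against 3.13 per gene (adjusted permutation p = 0.0139), led by Pdx1 with 14. The 17 genes that the study named as raised by Foxa2, its own choice from RNA data and so no independent evidence, had 1.65 Foxa2 events in iALF against 0.651 and 5.35 in iALFiP against 3.08 (adjusted permutation p = 0.0185 and 0.0156). The study named them as examples of a larger gene cluster, for which they do not speak. None of these Foxa2 calls, nor the Pet1 call at endoderm genes, held with 5000 bp around start sites. Counted as genes with at least 1 event, none passed either. Foxa2 lay at 10 floor plate genes in iALF against 7.09 in random sets (adjusted permutation p = 0.522), and at 14 in iALFiP against 12.7. At endoderm genes it was 13 against 7.32 in iALF and 19 against 14.7 in iALFiP (adjusted permutation p = 0.0728 and 0.117).

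By the mean number of events per gene, Lmx1b was called at neuronal genes. The 20 genes of the proneural cascade had 1.10 Lmx1b events per gene against 0.251 (ratio 4.38, adjusted permutation p = 0.0139), with 6 at Neurod4 and 3 at each of Dll1, Ebf1 and Insm1. The 16 pan-neuronal genes had 0.938 against 0.243 (ratio 3.86, adjusted permutation p = 0.0468), with 5 at the neurofilament gene Nefm and 4 at Elavl4. The number of genes with an Lmx1b event was not past the threshold for either list, 8 proneural genes against 3.64 and 6 pan-neuronal genes against 2.82 (adjusted permutation p = 0.162 and 0.313). Of the 20 Pet1 sites of the 3 classes at pan-neuronal genes, 10 (50.0%) were iALP-preferred against 19.3% elsewhere (adjusted exact p = 0.0384). Both Lmx1b calls ended with 5000 bp around start sites and with the more significant events alone, and the pan-neuronal call also with all annotated genes. The pan-neuronal share of iALP-preferred sites was no longer called with either other assignment of sites to genes.

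Vascular and blood genes, many of them targets of other ETS factors, were called for iALP-preferred Pet1 sites alone, and ribosomal protein genes for Pet1 events of both lines. At vascular genes the mean of all Pet1 events was 1.56 in iALP against 0.814 and 4.75 in iALFiP against 2.89, neither past the threshold (adjusted permutation p = 0.127 and 0.0760). The 16 vascular and blood genes had 0.875 iALP-preferred sites per gene against 0.236 (ratio 3.71, adjusted permutation p = 0.0468), in 10 genes against 2.82 (adjusted permutation p = 0.0139), with 2 sites at each of Fli1, Kdr, Lmo2 and Sox18. Of 31 sites of the 3 classes there, 14 (45.2%) were iALP-preferred (adjusted exact p = 0.0365). The 25 ribosomal protein genes had 1.24 Pet1 events in iALP against 0.551, 3.28 in iALFiP against 1.83 and 1.00 shared sites against 0.405 (adjusted permutation p = 0.0312, 0.0139 and 0.0139), with 4 iALP events at Rpl11. The share of iALP-preferred sites at vascular genes was no longer called with the nearest start site (adjusted exact p = 0.0707). The call for their mean ended in every alternative, and that for Pet1 in iALP at ribosomal protein genes in all but the set of all annotated genes. In all, 14 of 104 pairs of a gene list and an event list passed with more events and 0 with fewer.

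The remaining lists gave no call. Pluripotency genes had 4.93 Pet1 events per gene in iALFiP against 3.17 (adjusted permutation p = 0.138), with 18 at Sox2. Muscle genes, a control, had 1.25 against 2.19 (adjusted permutation p = 0.206). Among the 14 posterior Hox genes, Pet1 events of iALP lay at 1, Hoxa4, against 4.75 in random sets (adjusted permutation p = 0.204). The 5 genes that the study named as responding to Pet1 in opposite ways, again its own choice from RNA data, had 0.800 iALP-preferred sites per gene against 0.370 (adjusted permutation p = 0.711). These too are examples of a larger cluster, and the absence of a call does not extend to it.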

Values the study reported

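The study reported that over 60% of Pet1 sites were differentially enriched between the iALP and iALFiP lines, with 23% preferred in iALP, 39% preferred in iALFiP and 38% shared. Of 9,340 Pet1 sites preferred in iALFiP, it counted 1891 (20%) that overlapped Foxa2 binding. Over all Pet1 and Foxa2 sites in cells with both factors, it gave 3% as shared. It counted 5,151 Lmx1b sites in iAL cells, and reported that they overlapped 12% of the iALP-preferred Pet1 sites.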

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

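The test of power and the test of the anti-HA antibody were chosen after the result was seen, and the test of the anti-V5 antibody before. The difference between the factors was marked for a closer look because the same comparison between lines gave a far larger share of called events for Pet1 than for Foxa2: 14848 of 61347 (24.2%) against 236 of 56272 (0.419%), an odds ratio of 75.8 by Fisher's exact test. Lower power for Foxa2 as the whole cause is argued against: at the smallest log2 fold called for Pet1 (1.76), 2806 Foxa2 events (4.99%) reached that fold against 20217 Pet1 events (33.0%), a ratio of 0.151, although the smallest log2 fold called for Foxa2 was higher (2.50) and the contrast is smaller at a common fold, so power stays open for part of it. Off-target binding of anti-V5 is argued against for most iALP-preferred Pet1 sites (anti-V5), since 1.94% lay at Foxa2 events of iALF (anti-V5, no Pet1 transgene), but it stays open for the 8.37% at the longer Foxa2 list of iALFiP (anti-V5, with Pet1). For anti-HA, 0.171% of iALFiP-preferred Pet1 sites (anti-HA) lay at Lmx1b events of iAL (no Pet1 transgene), which argues against off-target binding only if Lmx1b was profiled with anti-HA, as the titles and the antibody field state, and not through the V5 tag that the protocol text gives it. The tag on Pet1, the separate promoter that drives it in iALFiP and the presence of Foxa2 change together between iALP and iALFiP, so each of them stays open, as does the level of Pet1, which was not measured here. Tandem GGAA repeats lay at 63.4% of iALFiP-preferred Pet1 sites, and without events at repeats that class went from 9341 to 3423 sites. Better mapping of reads to repeats, weighed in the last paragraph, thus stays open for part of the Pet1 calls.

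A signal was also found in columns that the rest of the report does not use. By the authors' deposited table, 65 of 5151 Lmx1b events differed between iAL and iALP, 44 higher and 21 lower in iAL. The median log2 fold of iAL over iALP in the authors' deposited table was -0.04 at the 731 Lmx1b events with a Pet1 event of iALP, against 1.06 at the 4420 others (permutation p = 0.0002, the smallest possible). At the 876 events with a Foxa2 event of iALFiP it was 0.63 against 0.89 in the authors' deposited table (permutation p = 0.0028). The Lmx1b libraries of iALP are not in this series, so their depth is unknown.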

How the results depend on the processing

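No paired analysis was possible because the deposited tables pool the replicates, for all values per event, and for the same reason leaving out each replicate was not run for them. Only the share of tags in events has replicate values, where the numbers mark no shared batch: with a replicate block, added after the data were examined, iALFiP was higher by 12.7 percentage points for Foxa2 and 10.0 for Pet1 (exact sign-flip p = 0.5, the smallest for 2 pairs), and each replicate alone kept the direction. All overlaps of Foxa2 and Pet1 in iALFiP (20 values), all distances and the autosomes stayed past the random sets, except the overlap of Lmx1b with iALFiP-preferred Pet1 sites, which stayed above the random mean and lost its call: 0.193% against 0.0820% at 200 bp, 0.278% against 0.199% at 500 bp and 0.158% (3 of 1905) against 0.0449% in lists of equal length. That overlap rests on 16 sites. The settings below without GGAA repeats and at a common fold were chosen after the data were examined, and causes were not tested except where stated.

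Fewer events remain by construction in stricter lists. With a log2 fold over input of at least 3, events numbered 7105 and 32141 for Foxa2 in iALF and iALFiP, 9034 and 32716 for Pet1 in iALP and iALFiP, and 2722 for Lmx1b. The Foxa2 classes were then 32 iALF-preferred, 6815 shared and 24885 uncalled, and the Pet1 classes 3100 iALP-preferred, 4956 shared and 18502 uncalled. With the more significant events of each list, Foxa2 had 19 iALF-preferred, 6115 shared and 21292 uncalled sites, and Pet1 2854 iALP-preferred, 5081 shared and 14887 uncalled. In lists of equal length, iALFiP-preferred and uncalled sites numbered 89 and 2640 for Foxa2, and 4735 and 4021 for Pet1. At 0.05 the Foxa2 calls were 117 and 722, at 0.001 they were 32 and 83, and iALFiP-preferred Pet1 sites at 0.001 were 4504. At the common fold with no p, 2806 Foxa2 events lay at or beyond the fold, which is not a call of a difference.

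Scaled by total tags, 88.9% of shared Foxa2 points were 2-fold higher and 0% lower in iALFiP, and 33.4% and 9.13% of Pet1 points. With protein-coding genes alone, the promoter odds ratio of Foxa2 in iALF over iALFiP was 0.847 and passed (adjusted exact p = 0.0158). Without GGAA repeats, 3423 Pet1 sites were iALFiP-preferred, and odds ratios changed side for ETS words of iALP-preferred over iALFiP-preferred (1.96), iALP-preferred over shared (1.12) and shared over iALFiP-preferred sites (1.74), and for Onecut words of shared over iALFiP-preferred sites (0.972). With exact words, ETS words of iALP-preferred and of shared over iALFiP-preferred sites changed side (3.89 and 14.8); the exact word cannot lie in a pure GGAA repeat. Pairs of a gene list and an event list past the threshold numbered 3 with 5000 bp around start sites and 5 with the more significant events. Lists with another mix of Pet1 classes numbered 1 with 5000 bp around start sites and 0 with the nearest start site. Counting each gene-list mean once per alternative, 29 values lost a call and 12 gained one in the same direction. No mean called in the main setting changed direction. A change of direction among uncalled means was not counted.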

Other observations

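Foxa2 locations found in the line with no Pet1 transgene had a Pet1 event more often in iALFiP than in iALP, by a margin that depends on the length of the Pet1 lists. Of the 12332 Foxa2 events of iALF, 3.31% (3.01 to 3.64%) had a Pet1 event in iALP and 26.5% (25.7 to 27.2%) in iALFiP. With the iALFiP list shortened to the length of the iALP list by signal, the latter share was 6.29% (5.88 to 6.74%), with 552 sites bound in iALFiP alone and 184 in iALP alone (exact p = 1.56e-43). At floor plate genes, 13 of 26 Pet1 sites of the 3 classes (50.0%) were iALFiP-preferred against 33.4% elsewhere, which was not past the threshold (adjusted exact p = 0.334). The threshold was passed only without events at GGAA repeats, a setting chosen after the data were examined: of 16 such sites, 8 (50.0%) were iALFiP-preferred against 18.4% elsewhere, and 3 (18.8%) were shared against 54.8% (adjusted exact p = 0.0444 for both).

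The share of sites with both factors over all Foxa2 and Pet1 sites in iALFiP was 7.45% of 103717 sites. Here sites counted as having both factors when their points lay within 100 bp. The value quoted from the study above is lower, but the study states no distance for calling sites shared. The shares are therefore not known to be the same measure, and no conclusion is drawn from the difference.

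The following pattern was weighed with tests fixed before their results were seen. The iALFiP lists were longer than those of the lines with 1 factor less, and 43110 Foxa2 and 43152 Pet1 events were found in them alone. Lower sensitivity of the Foxa2 libraries of iALF is compatible with the data: scaled by the median ratio at common sites, 91.1% of events found in iALFiP alone would fall below the 10th percentile of tags in the iALF list. A general rise of Foxa2 binding in iALFiP would give the same share, because the scaling removes it. The test therefore cannot tell such a rise from lower sensitivity. For Pet1 the share was 58.1%, so lower sensitivity of the iALP libraries and binding gained in iALFiP cannot be told apart for those events. It was 64.0% for the 34691 uncalled events and 33.6% for the 8435 iALFiP-preferred ones, a split that was not part of the fixed test. The preferred events were chosen by their fold between lines, so a lower share follows in part from that choice. For Pet1, the tag, which differs between the lines, and its level, which was not measured here, stay open.

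Tandem GGAA repeats under Pet1 were weighed as a further pattern, where the comparison with Foxa2 was chosen after the result was seen. Input pile-up at repeats is argued against, since input tags at Pet1 events of iALFiP with repeats were 0.571 times those at other events, and repeats drawn by any ChIP in that line are argued against by a share of Foxa2 events with repeats that was 0.0144 times that of Pet1. Binding of Pet1 to the repeats may rise with their length: the rank correlation of copies and tags over 13196 events was 0.32 (permutation p = 0.0001, the smallest possible; sites are not independent replicates), and median tags went from 91.7 at 4 to 5 copies to 180.2 at 10 or more. Better mapping of reads to repeats in the iALFiP libraries is a candidate explanation for part of the gain, since the input ratio between lines was 0.64 (log2) higher at repeats than elsewhere, while the ChIP ratio at the same points was 1.85 with and -0.29 without repeats. The tag and the level of Pet1 stay open, as does the presence of Foxa2, although 76.4% of iALFiP-preferred sites without a Foxa2 event held repeats.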
